A study of Homo sapiens with 16 samples.

How the data were processed

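The series holds 16 samples from 2 established human cell lines, HEK-293T (embryonic kidney cells that carry the SV40 large T antigen) and HT-1080 (fibrosarcoma cells). Per the labels, the cells were transfected with 20 nM of a small interfering RNA against HNRNPH1 (siHNRNPH1) or a negative control (siNegative), and RNA was isolated 48 h later. Of the samples, 12 are short-read RNA-seq libraries, 3 replicates in each of 4 groups, and 4 are full-length cDNA (IsoSeq) pools, 1 per group. The deposited short-read values are expected counts per transcript variant estimated by RSEM, in 1 table per cell line, per the labels. Both tables list 251295 transcripts of 61906 genes with Ensembl identifiers and symbols. The RSEM version, aligner, genome build, annotation release, trimming and strandedness are not stated. The values are not scaled for depth. The deposited IsoSeq files list transcript models with the start and end positions of their exons. Per their names the models were high-quality isoforms that had been collapsed, sorted and filtered. These files hold no read counts and name no genome build, so each model counts once, whatever its abundance.

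Each column of values was matched to its sample through the column names that the labels give, and 0 columns were left unmatched. Of the gene identifiers, 61803 were also in a reference table of gene names and 60967 carried the same symbol there. Expected counts were summed per gene and rounded. Genes past edgeR's expression filter were scaled by the trimmed mean of M-values (TMM) and tested with edgeR's quasi-likelihood test (two-sided, robust), separately in each cell line, on the 6 libraries of that line. Transcripts were tested in the same way. Transcript usage (the share of a gene's expression held by each of its transcripts) was tested with limma diffSplice on voom weights, with a Simes p per gene, for genes with several transcripts past the filter. A cell line by siRNA interaction in edgeR, fitted to all 12 libraries, tested whether the effect of the siRNA differed between the lines. All adjusted p-values are Benjamini-Hochberg (BH) adjusted, over the genes, transcripts or lists of 1 analysis, with a threshold of 0.05. A second count used an absolute log2 fold change of at least 1. Standard errors of log2 fold changes were taken from the quasi-likelihood F statistic. Levels in single libraries are given as CPM, the count divided by the library total in M (mega) counts. The correlation of effects between the lines used log2 CPM with a pseudocount of 1 CPM and an exact permutation of the siRNA labels within each line, 400 labelings. For the share of a single transcript, an exact permutation test of 3 libraries against 3 was run, whose smallest possible p is 0.1.

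For 3 lists of genes (p53 targets, interferon-stimulated genes and G2/M genes), limma camera with a preset inter-gene correlation of 0.01 was run in each line, and its p-values were adjusted over these 6 tests. Named genes follow 4 rules: HNRNPH1, EIF4G1, AURKA, HNRNPH2, HNRNPH3, HNRNPF and GRSF1; per direction, the 5 genes changed in both lines with a mean count of at least 50 in each, ranked by the smaller of the absolute log2 fold changes; the 5 genes with changed transcript usage in both lines, with the same transcript first and changed the same way, ranked by the larger adjusted p; and the 5 genes with the smallest interaction adjusted p and a mean count of at least 50. Tests, gene lists, naming rules and all alternatives except those named in the closing section were set before the data were examined. IsoSeq loci were named by overlap with the spans of RefSeq genes (GRCh38.p14), which served for names only. Coordinates printed are those of the files. At EIF4G1 and AURKA, the share of models that carry each junction was computed for junctions in at least 10% of the models of any pool, with exact Clopper-Pearson 95% intervals. Junctions were ranked by the smaller of the differences in share between the siRNAs in the lines, among junctions whose share moved the same way in both. The rule set in advance did not state this condition on direction.

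Total expected counts were 107.7 to 121.0 M (mega) per HEK-293T library and 27.3 to 32.7 M per HT-1080 library. Intervals and counts of models cover counting error only. With 3 replicates per group, all pairs of libraries of 1 group differed beyond sampling noise, with a chi-square per degree of freedom of 1.80 to 931, so none is a copy of another in its group. Pairs across groups were not compared in this way.

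The steps were tested on simulated data with known changes, drawn from the means, depths and spread of these libraries. The gene-level test recovered 59.4% of the genes changed 3-fold in HEK-293T (19646 genes in the test) and 97.4% in HT-1080 (15870 genes). Of its 127 and 208 calls, 13 and 20 were unchanged genes. The transcript-level test recovered 0 of 189 changed transcripts in HEK-293T (83135 transcripts) and 20.5% in HT-1080 (59131 transcripts), where 5 of 41 calls were unchanged. For transcript usage, diffSplice recovered 7.3% of the changed genes in HEK-293T (12583 genes), with 43 of 57 calls on unchanged genes. In HT-1080 it recovered 38.1% (10343 genes), with 43 of 117 calls on unchanged genes. The alternative edgeR diffSpliceDGE had a larger share of such calls, 57 of 57 in HEK-293T and 109 of 149 in HT-1080. Counts of genes with changed usage therefore hold false calls and miss changed genes. The share of false calls depends on how many genes are changed, here 193 in HEK-293T and 194 in HT-1080. The interaction test recovered 46.5% of the genes changed in HT-1080 only (20878 genes), with 2 of 94 calls on other genes. A simulated correlation of 0.4539 came out as 0.4567 over 15000 genes. Camera found the G2/M list, raised in the simulation, in both lines (19966 and 16145 genes), and 1 unchanged list in HT-1080 had an unadjusted p under 0.05.

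Alternatives changed 1 choice at a time: the scaling, the filter, the tool (DESeq2, diffSpliceDGE, fry, camera with an estimated correlation), the rounding, the pseudocount, a fit of all 12 libraries with a shared spread, a block on the replicate number, and leaving out each library in turn. Other splits of the libraries into groups of the same size were also fitted. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Raw reads were not used here. One gene that the naming rules select is not reported here. A usage test between the cell lines was not run.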

Results

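Short-read RNA-seq measured gene and transcript levels in HEK-293T and HT-1080 cells 48 h after transfection with siHNRNPH1 or siNegative, with 3 replicates in each of the 4 groups. Full-length cDNA sequencing added 1 pool per group. In HEK-293T, the total expected counts of the siNegative libraries were 111.1, 116.2 and 121.0 M (mega), and those of the siHNRNPH1 libraries were 107.8, 120.8 and 107.7 M. In HT-1080, they were 27.3, 30.1 and 30.3 M for siNegative and 29.2, 32.7 and 28.5 M for siHNRNPH1. Libraries of 1 group resembled each other closely, with 1 clear exception in HEK-293T and a smaller departure in HT-1080. Across 14416 genes, the log2 CPM of the HEK-293T siNegative libraries correlated with a Pearson r of 0.999, and siHNRNPH1 replicates 2 and 3 with 0.998. Replicate 1 of HEK-293T siHNRNPH1 reached only 0.922 and 0.929 with those replicates. In HT-1080, over 13786 genes, r was 0.998 among siHNRNPH1 libraries. Among siNegative libraries, r was 0.998 between replicates 1 and 3, and 0.995 for replicate 2 with either of them. Genes are not independent replicates, so these values describe the libraries. The HEK-293T replicate was kept, as no reason to drop it was set in advance. Values without it are given beside the HEK-293T results that it decides, except where stated. Its deviation from replicates 2 and 3 went with the exonic length of the genes.

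**Figure D1:**
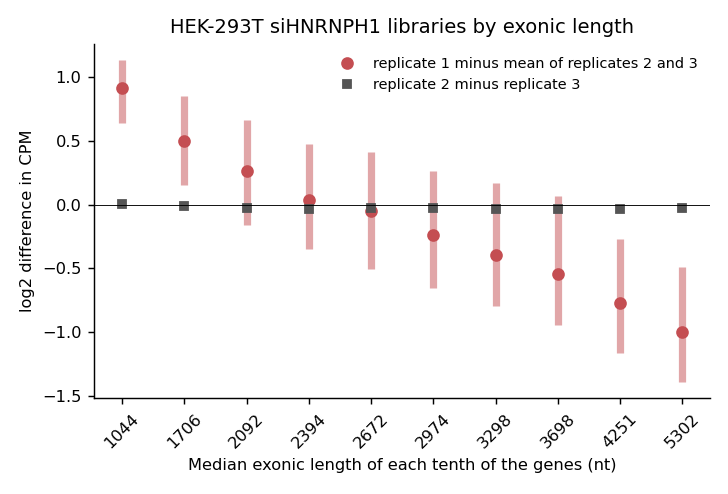
Median log2 deviation of HEK-293T siHNRNPH1 replicate 1 from replicates 2 and 3 (vertical axis) in 10 groups of genes ordered by exonic length in nucleotides (horizontal axis); circles are its medians, bars span the quartiles, and squares are replicate 2 minus replicate 3. The medians go from 0.91 in the group of the shortest genes to -1.0 in that of the longest.

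The first comparison asked whether the siRNA lowered its target. The mean level of HNRNPH1 (ENSG00000169045.17) in HEK-293T was 1111 CPM ± 8.76 (SD, n = 3) with siNegative and 335 CPM ± 87.8 (SD, n = 3) with siHNRNPH1. The siHNRNPH1 replicates stood at 234.1, 376.2 and 394.3 CPM, all below every siNegative replicate. The log2 fold change was -1.76 (SE 0.20), with an edgeR BH-adjusted p = 0.00939. The same change was -1.58 without replicate 1 of siHNRNPH1, with an edgeR BH-adjusted p = 6.94e-21. In HT-1080 the level went from 619 CPM ± 14.5 (SD, n = 3) to 230.3 CPM ± 1.61 (SD, n = 3). There the log2 fold change was -1.49 (SE 0.04), with an edgeR BH-adjusted p = 6.76e-09. The replicates with siHNRNPH1 stood at 231.5, 231.0 and 228.5 CPM. The effects in the lines differed by 0.20 on the log2 scale, which the interaction did not separate (edgeR BH-adjusted p = 0.506). Without replicate 1 of HEK-293T siHNRNPH1 this difference was 0.04. With library size alone as the scaling, the values were -1.73 and -1.43. The call in HEK-293T was lost in 4 of the 6 fits that left 1 library out. These were the fits without siNegative replicates 1, 2 and 3 and without siHNRNPH1 replicate 2. There the edgeR BH-adjusted p lay between 0.0514 and 0.0760.

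**Figure D2:**
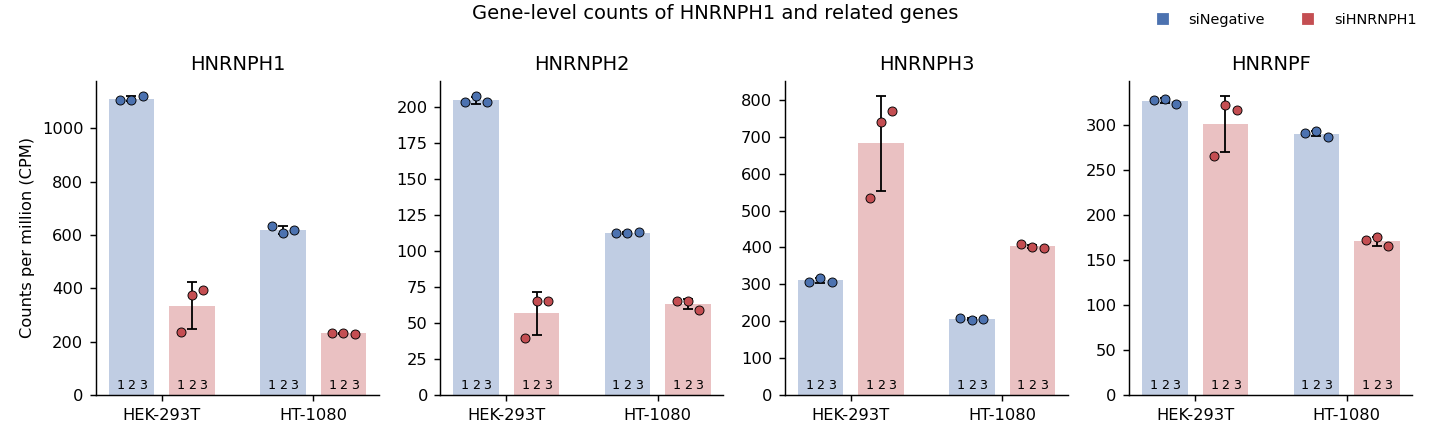
CPM (vertical axis) of HNRNPH1 and the related genes HNRNPH2, HNRNPH3 and HNRNPF in each library, by cell line and siRNA (horizontal axis); bars are means, error bars are SD, points are replicates and the digits at the base are replicate numbers. HNRNPH1 fell from 1111 to 335 CPM in HEK-293T and from 619 to 230.3 CPM in HT-1080.

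The related proteins were measured alongside. HNRNPH2 (ENSG00000126945.9) fell by 1.88 (SE 0.20) on the log2 scale in HEK-293T, with an edgeR BH-adjusted p = 0.00875. In HT-1080 it fell by 0.90 (SE 0.05), with an edgeR BH-adjusted p = 3.57e-07, and the difference between the lines of 0.92 had an interaction edgeR BH-adjusted p = 0.00743. HNRNPH2 is a near copy of HNRNPH1 and RSEM divides reads between such copies, so its values are uncertain. HNRNPH3 (ENSG00000096746.18) rose in both lines, by 1.11 (SE 0.15) in HEK-293T and by 0.90 (SE 0.04) in HT-1080, with edgeR BH-adjusted p-values of 0.0138 and 7.46e-08. HNRNPF (ENSG00000169813.17) changed by -0.15 in HEK-293T (edgeR BH-adjusted p = 0.468) and by -0.83 in HT-1080 (edgeR BH-adjusted p = 1.76e-07), and its difference of -0.76 had an interaction edgeR BH-adjusted p = 7.19e-04. For GRSF1 (ENSG00000132463.15) the changes were 0.28 in HEK-293T (edgeR BH-adjusted p = 0.181) and -0.20 in HT-1080 (edgeR BH-adjusted p = 0.00278), and the difference of -0.55 had an interaction edgeR BH-adjusted p = 0.00457. Without replicate 1 of HEK-293T siHNRNPH1, the HEK-293T changes of HNRNPF and GRSF1 were -0.09 and 0.33, with edgeR BH-adjusted p-values of 0.00565 and 4.16e-09. The HNRNPH3 difference in log2 fold change between cell lines was -0.28 with an interaction edgeR BH-adjusted p = 0.1998, and without that library it was -0.38 with 2.155e-05. In the fits that left out a siNegative library, the calls on the HNRNPH2 gene log2 fold change in HEK-293T and the HNRNPH3 gene log2 fold change in HEK-293T were lost, with edgeR BH-adjusted p-values from 0.0689 to 0.107, and that of HNRNPH3 also without siHNRNPH1 replicate 2 (0.0658). Every direction given here was the same under the RLE and library-size scalings.

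The genome-wide comparison asked how many genes responded to the depletion. In HEK-293T, 1997 of 19966 tested genes had an edgeR BH-adjusted p under 0.05, of which 1022 were higher and 975 lower with siHNRNPH1. An absolute log2 fold change of at least 1 was reached by 1173 of them. Replicate 1 of siHNRNPH1 decided this count: without it, 12557 of 20329 genes were called, 6195 higher and 6362 lower, and 2158 passed the fold-change limit. Of the 1997 genes, 1996 were also called without it. The other fits that left out 1 HEK-293T library called fewer genes: 20, 0 and 0 without siNegative replicates 1, 2 and 3, and 245 and 639 without siHNRNPH1 replicates 2 and 3. At an unadjusted p under 0.05, the fits without siNegative replicates 2 and 3 held 3517 and 3486 genes. In HT-1080, 10538 of 16145 genes were called, 5274 higher and 5264 lower, and 2514 passed the fold-change limit. The alternative that moved the HT-1080 count most was the fit of all 12 libraries with a shared spread, with 6237 for HT-1080 genes changed. At transcript level, 222 of 89488 transcripts were called in HEK-293T, 88 higher and 134 lower, against 15385 without replicate 1 of siHNRNPH1. In HT-1080, 10398 of 64605 transcripts were called, 5113 higher and 5285 lower. Without siNegative replicate 3 this was 6799, and without siHNRNPH1 replicates 1, 2 and 3 it was 6064, 6041 and 6038 for HT-1080 transcripts changed. The HEK-293T transcript count was 0 in each fit that left out 1 of the other 5 HEK-293T libraries, where 8008 to 12819 transcripts had an unadjusted p under 0.05.

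The lines were then compared with each other. Of the 15010 genes tested in both, 1034 were called in both, where 906.9 would be shared by chance given the number of calls. Of these, 814 (78.7%) changed in the same direction, 393 higher and 421 lower, and 220 changed in opposite directions. Without replicate 1 of HEK-293T siHNRNPH1, 7063 genes were called in both, where chance would give 6779.3, and 4778 of them (67.6%) changed in the same direction. Across the 15010 genes, the log2 fold changes of the lines correlated with a Pearson r of 0.267 and a Spearman rho of 0.216. Genes are not independent replicates, so the siRNA labels were permuted, which gave exact two-sided permutation p-values of 0.38 for r and 0.40 for rho, where the smallest possible is 0.01. Of the 400 labelings, 152 gave an absolute r as large, the real ones included, and the largest r of the others was 0.370 in absolute size. Without HT-1080 siNegative replicate 2, r was 0.299 and its exact permutation p 0.02, so the call on the log2 fold change correlation between cell lines depended on that library. Without HEK-293T siHNRNPH1 replicate 1, r was 0.323.

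**Figure D3:**
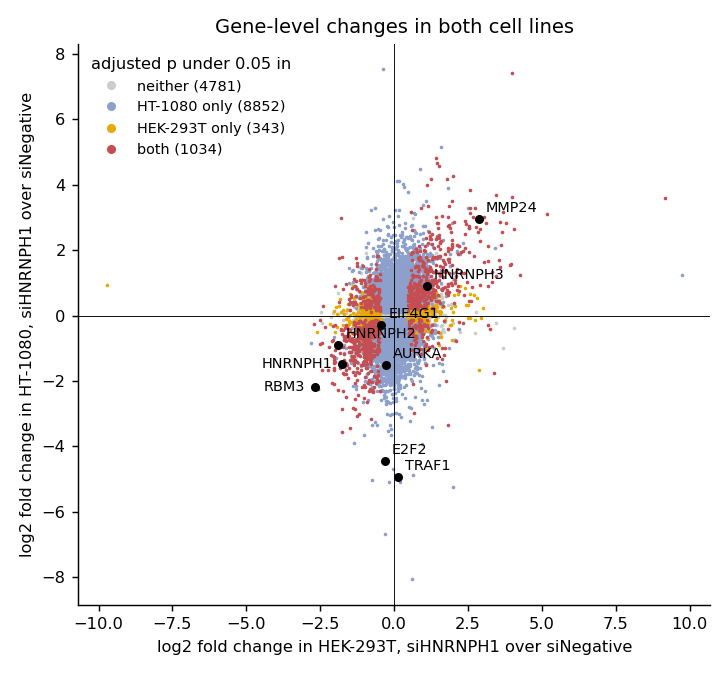
Log2 fold change of siHNRNPH1 over siNegative in HEK-293T (horizontal axis) and HT-1080 (vertical axis) for the 15010 genes tested in both lines, coloured by the lines in which the edgeR BH-adjusted p was under 0.05. The 1034 genes called in both lie mostly in the quadrants of equal direction (814 genes), and E2F2 and TRAF1 fell in HT-1080 with HEK-293T changes of -0.32 and 0.14.

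Among genes changed in the same direction in both lines, those with the largest smaller change were named by rule. Among the highest were PIP5KL1 (log2 fold change 3.03 in HEK-293T and 3.02 in HT-1080), MMP24 (2.87 and 2.96), ENSG00000256029 (4.05 and 2.66) and CNKSR1 (2.57 and 3.85). MMP24 (ENSG00000125966.10), for example, went from 0.67 CPM ± 0.02 to 4.95 CPM ± 0.99 (SD, n = 3 each) in HEK-293T and from 2.36 CPM ± 0.11 to 19.3 CPM ± 0.43 in HT-1080. ENSG00000256029 carries no symbol in the tables. Since the strandedness is not stated, values of genes that overlap another gene are uncertain. The 5 lowest were SLC35A5 (-2.59 and -2.25), RBM3 (-2.69 and -2.20), SLC37A4 (-2.09 and -2.08), FGF2 (-1.89 and -2.29) and TMEM106C (-1.76 and -2.87). RBM3 (ENSG00000102317.18) went from 485 CPM ± 11.25 to 76.7 CPM ± 9.02 (SD, n = 3 each) in HEK-293T and from 238 CPM ± 19.0 to 54.5 CPM ± 0.75 in HT-1080. All of these genes kept an edgeR BH-adjusted p under 0.05 in HEK-293T without replicate 1 of siHNRNPH1, where the log2 fold change was 2.67 for PIP5KL1 and -2.63 for RBM3. For each of them, at least the fits without siNegative replicate 2 and without siNegative replicate 3 put the HEK-293T edgeR BH-adjusted p above the threshold, at 0.0613 and 0.0617 for RBM3.

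The cell line by siRNA interaction asked which effects differed between the lines. It called 4034 of 21276 genes (edgeR BH-adjusted p under 0.05), with 1729 more positive and 2305 more negative in HT-1080. It called 9535 without replicate 1 of HEK-293T siHNRNPH1, of which 3963 were among the 4034. The 5 genes with the smallest adjusted p were E2F2, APLN, ZNF367, TRAF1 and UCN2. E2F2 (ENSG00000007968.7) changed by -0.32 (SE 0.11) in HEK-293T and -4.44 (SE 0.15) in HT-1080, a difference of -4.21 with an interaction edgeR BH-adjusted p = 2.67e-07. Its HT-1080 level went from 7.44 CPM ± 0.32 to 0.35 CPM ± 0.04 (SD, n = 3 each), or 9 to 13 counts per library with siHNRNPH1. TRAF1 changed by 0.14 and -4.95, ZNF367 by 0.55 and -3.23, APLN by 1.77 and -2.0, and UCN2 by 3.23 and -0.41. Without replicate 1 of HEK-293T siHNRNPH1, the HEK-293T change of TRAF1 was -0.05 (edgeR BH-adjusted p = 0.697), that of E2F2 was -0.30 (edgeR BH-adjusted p = 2.13e-07, from 0.120 with it) and that of ZNF367 was 0.71 (edgeR BH-adjusted p = 3.11e-12, from 0.103 with it).

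The title of the series names EIF4G1, a translation initiation factor, and AURKA, a mitotic kinase, so gene levels and transcript usage of both were compared. EIF4G1 (ENSG00000114867.22) changed by -0.43 (SE 0.15) in HEK-293T, from 1284 CPM ± 26.1 to 972 CPM ± 189 (SD, n = 3 each), with an edgeR BH-adjusted p = 0.141. The change without replicate 1 of siHNRNPH1 was -0.31 with an edgeR BH-adjusted p = 3.31e-09. In HT-1080 it changed by -0.29 (SE 0.05), from 1446 CPM ± 70.5 to 1239 CPM ± 7.72 (SD, n = 3 each), with an edgeR BH-adjusted p = 4.70e-04. The difference between the lines was 0.08 with an interaction edgeR BH-adjusted p = 0.797. AURKA (ENSG00000087586.18) changed by -0.27 (SE 0.11) in HEK-293T, from 111.9 CPM ± 2.02 to 94.3 CPM ± 4.66 (SD, n = 3 each), with an edgeR BH-adjusted p = 0.172, and without replicate 1 of siHNRNPH1 by -0.26 with 2.05e-07. In HT-1080 it changed by -1.53 (SE 0.05), from 138 CPM ± 4.45 to 50.4 CPM ± 1.54 (SD, n = 3 each), with an edgeR BH-adjusted p = 1.10e-08. The difference of -1.33 had an interaction edgeR BH-adjusted p = 2.18e-05.

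Transcript usage was called changed (limma diffSplice, BH-adjusted p under 0.05) for 1114 of 13018 genes in HEK-293T and 2103 of 10752 genes in HT-1080. Without replicate 1 of HEK-293T siHNRNPH1 the count was 5290 of 13394, and 1056 of the 1114 were among them. Without siNegative replicates 1, 2 and 3 the HEK-293T genes with changed transcript usage numbered 321, 309 and 316. The HT-1080 genes with changed transcript usage numbered 1379 without siHNRNPH1 replicate 2 and 1376 without siHNRNPH1 replicate 3. On simulated data, 43 of 57 calls in HEK-293T and 43 of 117 in HT-1080 were on unchanged genes, and most changed genes were missed, so neither count measures how many genes changed. The simulation changed only 193 and 194 of the tested genes, so these shares of false calls need not hold for the real counts. Of the genes with changed usage, 170 in HEK-293T and 1579 in HT-1080 were also changed in gene level. Both lines called 454 genes, where 209.0 would be shared by chance given the calls, and without that replicate 1404, where chance would give 978.0. In 204 of the 454 the transcript with the smallest p was the same, and in 197 it also changed in the same direction. The test diffSpliceDGE moved the HT-1080 genes with changed transcript usage most, to 550.

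The 5 genes named by rule from this overlap were BUD23, ARFGAP2, EIF4A2, CPSF7 and MYL6, each with a limma diffSplice BH-adjusted p of at most 1.82e-08 in HEK-293T and 1.79e-08 in HT-1080. The BUD23 transcript ENST00000265758.7 held 75.9% ± 1.47 of the gene's expected counts with siNegative and 27.8% ± 7.93 with siHNRNPH1 in HEK-293T (SD, n = 3), and 71.1% ± 0.63 and 41.8% ± 0.74 in HT-1080. The ARFGAP2 transcript ENST00000627920.2 went from 2.95% ± 0.63 to 50.5% ± 7.64 in HEK-293T and from 1.15% ± 0.37 to 12.6% ± 2.47 in HT-1080. For EIF4A2, ENST00000323963.10 went from 6.07% ± 2.24 to 40.8% ± 7.21 and from 17.8% ± 1.51 to 42.4% ± 0.08. For CPSF7, ENST00000340437.8 went from 1.27% ± 0.43 to 13.9% ± 1.22 and from 1.45% ± 0.48 to 9.38% ± 3.17. For MYL6, ENST00000547649.5 went from 67.4% ± 0.55 to 19.1% ± 1.04 and from 54.7% ± 1.07 to 15.1% ± 1.08. In all 5 genes and both lines, the siHNRNPH1 and siNegative libraries did not overlap, which gives the smallest exact permutation p of 0.1. The targeted gene itself shifted in usage: ENST00000393432.9 of HNRNPH1 went from 18.0% ± 1.56 to 5.89% ± 7.18 in HEK-293T and from 14.2% ± 2.13 to 6.61% ± 3.05 in HT-1080 (SD, n = 3). Replicate 1 of HEK-293T siHNRNPH1 held 14.2% of it, against 2.22% and 1.29% in replicates 2 and 3.

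**Figure D4:**
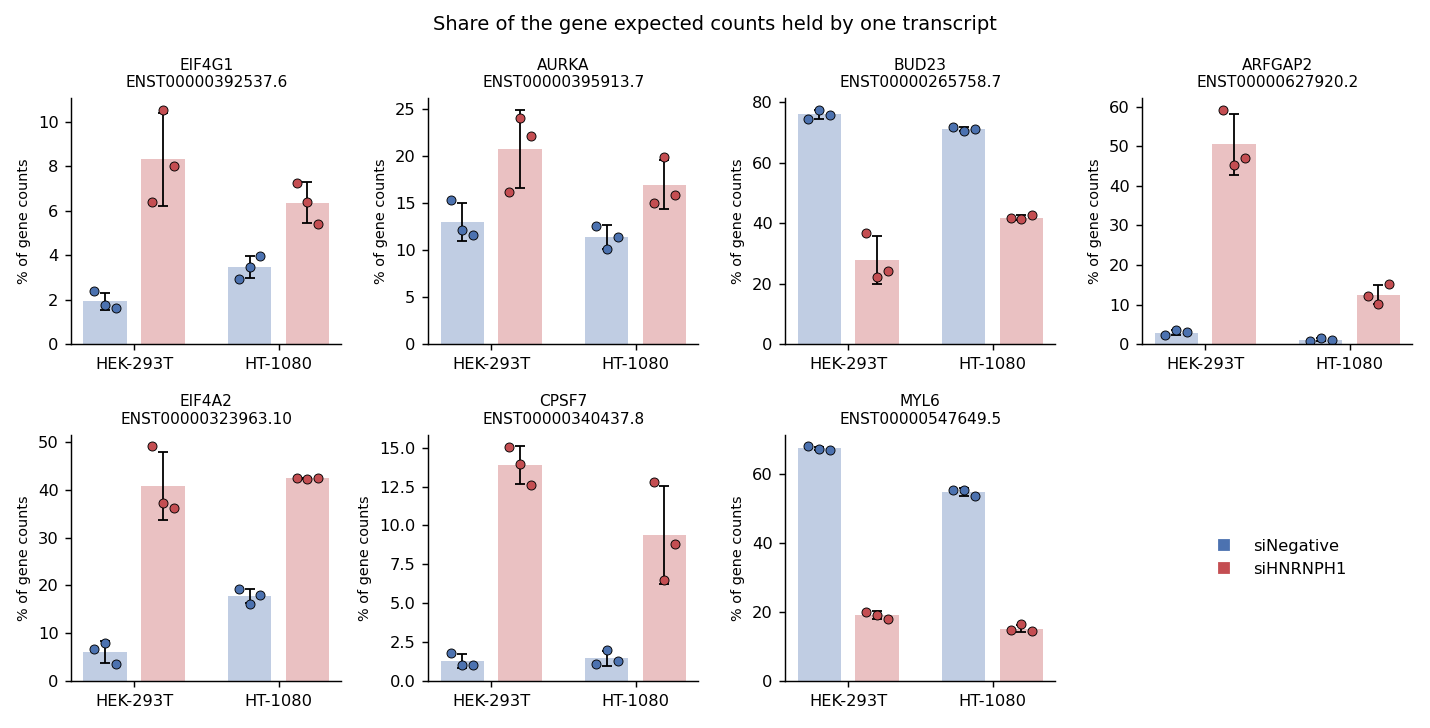
Percent of a gene's expected counts held by 1 transcript (vertical axis) in each library, by cell line and siRNA (horizontal axis); bars are means, error bars are SD and points are replicates. The ARFGAP2 transcript rose from 2.95% to 50.5% in HEK-293T and from 1.15% to 12.6% in HT-1080, and the MYL6 transcript fell in both lines.

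Usage of EIF4G1, with 40 listed transcripts, was called in both lines, with limma diffSplice BH-adjusted p-values of 1.96e-04 in HEK-293T and 1.36e-04 in HT-1080. Transcript ENST00000392537.6 rose from 1.92% ± 0.40 to 8.31% ± 2.10 in HEK-293T (SD, n = 3; limma diffSplice BH-adjusted p = 0.0306) and from 3.46% ± 0.50 to 6.36% ± 0.92 in HT-1080 (limma diffSplice BH-adjusted p = 2.26e-05), each with an exact permutation p of 0.1. The largest shift in HEK-293T was in ENST00000411531.5, from 33.4% ± 2.38 to 19.5% ± 12.3 (SD, n = 3), where the siHNRNPH1 replicates held 5.57%, 23.9% and 29.0%. That transcript did not pass (limma diffSplice BH-adjusted p = 0.102; exact permutation p 0.1, the smallest possible). The smallest transcript p in HEK-293T belonged to ENST00000441154.5, at 0.682% ± 0.934 and 4.94% ± 2.92 (SD, n = 3; limma diffSplice BH-adjusted p = 4.13e-05; exact permutation p 0.2), chosen after its values were seen. In HT-1080 the largest shift was in ENST00000346169.7, from 32.9% ± 3.22 to 27.6% ± 0.31 (SD, n = 3; limma diffSplice BH-adjusted p = 6.79e-04). Without HEK-293T siNegative replicate 1 the EIF4G1 call in HEK-293T was lost (limma diffSplice BH-adjusted p = 0.399). Without siHNRNPH1 replicate 1 it was kept (limma diffSplice BH-adjusted p = 1.03e-13). Restricting to transcripts of at least 5% of the gene removed the EIF4G1 transcript usage calls in both lines.

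Usage of AURKA, with 13 listed transcripts, was called in HEK-293T (limma diffSplice BH-adjusted p = 0.00355) and not in HT-1080 (0.334), and the difference between the lines was not tested. ENST00000395913.7 rose from 13% ± 2.0 to 20.8% ± 4.15 in HEK-293T and from 11.4% ± 1.25 to 17.0% ± 2.61 in HT-1080 (SD, n = 3 each). Neither passed, with limma diffSplice BH-adjusted transcript p-values of 0.351 and 0.148, and each gave an exact permutation p of 0.1, the smallest possible. The call in HEK-293T came from ENST00000371356.6, at 6.47% ± 0.935 with siNegative and 2.43% ± 3.4 with siHNRNPH1 (SD, n = 3; limma diffSplice BH-adjusted p = 0.00179; exact permutation p 0.2), where siHNRNPH1 replicate 1 held 6.32%. The main transcript ENST00000395915.8 held 54.4% ± 0.753 and 50.6% ± 6.45 in HEK-293T, and 43.6% ± 3.59 and 41.0% ± 5.28 in HT-1080, which differ by less than the SD of the siHNRNPH1 libraries. The call on AURKA transcript usage in HEK-293T was lost without HEK-293T siNegative replicate 2, siNegative replicate 3 or siHNRNPH1 replicate 3 (limma diffSplice BH-adjusted p-values of 0.0729, 0.0640 and 0.222), and was kept without siHNRNPH1 replicate 1 (1.59e-05).

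The IsoSeq pools held 64705 transcript models at 9286 loci for HEK-293T siNegative, 94847 at 10156 for HEK-293T siHNRNPH1, 72186 at 10826 for HT-1080 siNegative and 68078 at 10707 for HT-1080 siHNRNPH1. There are no replicates of the pools. Between 98.41% and 98.82% of the loci overlapped a RefSeq gene. The pools of HEK-293T shared 28280 intron chains, 63.7% of those of siNegative and 43.8% of those of siHNRNPH1. Those of HT-1080 shared 26628, or 55.3% and 58.6%. HNRNPH1 (chromosome 5, minus strand) had 36 models with siNegative and 14 with siHNRNPH1 in HEK-293T, and 15 and 2 in HT-1080. EIF4G1 (chromosome 3, plus strand, 184314509 to 184335359 over the pools, in the unnamed build of the files) had 66 and 101 models in HEK-293T, and 92 and 88 in HT-1080. AURKA (chromosome 20, minus strand, 56369390 to 56392303) had 14 and 16 models in HEK-293T, and 23 and 14 in HT-1080.

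At EIF4G1, the first-ranked intron ran from 184316219 to 184317320. It was in 25 of 66 models (37.9%, Clopper-Pearson interval 26.2% to 50.7%) with siNegative and 29 of 101 (28.7%, 20.2% to 38.6%) with siHNRNPH1 in HEK-293T. In HT-1080 it was in 29 of 92 (31.5%, 22.2% to 42.0%) and 20 of 88 (22.7%, 14.5% to 32.9%). These totals include models that do not reach the intron. Among models that span it, the shares in HEK-293T were 25 of 40 (62.5%) with siNegative and 29 of 73 (39.7%) with siHNRNPH1. In HT-1080 these were 29 of 51 (56.9%) and 20 of 51 (39.2%). At AURKA, the first-ranked intron ran from 56388785 to 56392167. It was in 2 of 14 models (14.3%, Clopper-Pearson interval 1.78% to 42.8%) and 0 of 16 (interval up to 20.6%) in HEK-293T, and in 1 of 23 (4.35%, interval up to 21.9%) and 0 of 14 (interval up to 23.2%) in HT-1080. Other AURKA introns had a larger smaller difference but moved in opposite directions in the lines, such as that from 56390666 to 56391942, by -8.93 points in HEK-293T and 6.83 in HT-1080. The difference between siRNAs was not tested, since there is 1 pool per group and models are not reads. Models were filtered, so an intron listed in 0 models can still have been present.

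The 3 gene lists asked about a p53 response (large T antigen blocks p53 in HEK-293T), an interferon response to transfected RNA and cell division. Both groups were transfected with an siRNA and there was no untransfected group. An interferon response common to both siRNAs would cancel, so that list could show only a difference between the siRNAs. Medians are voom log2 fold changes. The p53 targets had a median of 0.27 in HEK-293T, with 18 of 27 tested genes higher and a limma camera BH-adjusted p = 0.0379. In HT-1080 their median was -0.08, with 10 of 27 higher and a limma camera BH-adjusted p = 0.376. The interferon-stimulated genes had medians of -0.16 (8 of 23 higher) and -0.38 (8 of 25 higher), with limma camera BH-adjusted p-values of 0.376 and 0.139. Whether the lists differ between the lines was tested only after these values were seen and is given in the closing section. The G2/M genes had a median of -0.16 in HEK-293T, with 7 of 31 higher and a limma camera BH-adjusted p = 0.0301. In HT-1080 their median was -1.57, with 0 of 31 higher and a limma camera BH-adjusted p = 5.93e-18. Single genes of the lists with an edgeR BH-adjusted p under 0.05 over all genes tested numbered 2 for p53, 3 for interferon and 3 for G2/M in HEK-293T; adjusted over the list alone, the counts were 2, 4 and 3. In HT-1080 they numbered 20, 16 and 31, and adjusted over the list alone 20, 16 and 31. The HEK-293T counts include siHNRNPH1 replicate 1 and are not given without it. That library decides how many genes are called in HEK-293T (1997 with it, 12557 without), so these counts do not compare the lines. With an estimated inter-gene correlation none of the 3 camera calls held (limma camera BH-adjusted p-values of 0.116, 0.116 and, for the G2/M genes list in HT-1080, 0.0562). Under fry all 6 tests passed, with fry BH-adjusted p-values from 1.44e-06 to 0.0194. Camera compares a list with the other genes, whereas fry asks only whether the list itself changed, so the fry calls answer another question. Without HEK-293T siHNRNPH1 replicate 2, the limma camera BH-adjusted p was 0.0658 for the p53 targets list in HEK-293T and 0.0509 for the G2/M genes list in HEK-293T. Scaling by library size alone moved the median of all genes by 0.03 in HEK-293T and 0.07 in HT-1080 and reversed none of the list medians; that of p53 targets in HT-1080 became -0.01.

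**Figure D5:**
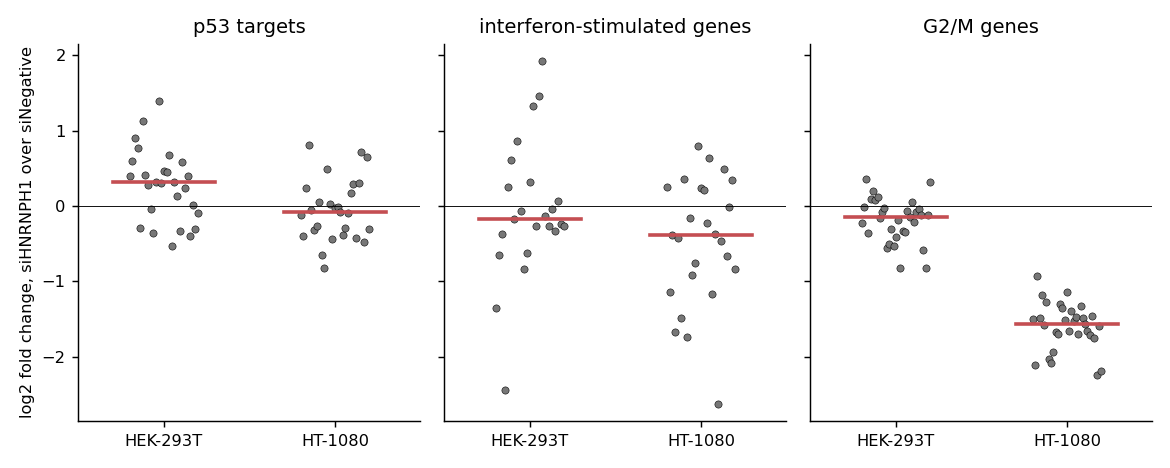
Log2 fold change from edgeR of each tested gene (vertical axis) for p53 targets, interferon-stimulated genes and G2/M genes in each cell line (horizontal axis); points are genes and the line is their median. The G2/M genes in HT-1080 lie between -2.24 and -0.93, and those in HEK-293T between -0.82 and 0.36.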

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

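The list differences and their counts of drawn labelings, the shared-read test of HNRNPH2 and the comparison of AURKA with the G2/M genes were chosen only after the results were seen. The results in this part were singled out because the effect of siHNRNPH1 differed between HEK-293T and HT-1080 in a test of the difference.

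The interaction called 4034 genes (edgeR BH-adjusted p under 0.05). HEK-293T siHNRNPH1 replicate 1, which lies apart from its group, is argued against as their source, since 9535 genes were called without it. The deeper sequencing of HEK-293T is argued against too: after thinning its libraries to the mean HT-1080 depth of 29.7 M counts, 3871 genes were called, 3587 of them among the 4034. Of 100 drawn labelings of the libraries within both lines, 1, the real one, gave as many calls, and the next held 3473. Drawing labels removes the siRNA effect in a line as well as any difference between the lines. It therefore does not test whether the effects were equal. A difference between the lines in response to the loss of HNRNPH1 stays open as a hypothesis. Each siRNA effect was taken within its line, so a preparation or sequencing difference that acted alike on both siRNAs would cancel. The 31 G2/M genes had log2 fold changes of -2.24 to -0.93 in HT-1080 and -0.82 to 0.36 in HEK-293T. For these genes, that argues against such a difference as the source. A preparation that differed between the siRNAs within a line stays open, and the labels do not describe the preparation.

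Among the genes named in advance, AURKA differed by -1.33, HNRNPH2 by 0.92, HNRNPF by -0.76 and GRSF1 by -0.55 in log2 fold change (HT-1080 minus HEK-293T). Among the genes named by rule, RBM3 differed by 0.42, TMEM106C by -1.18, E2F2 by -4.21, APLN by -3.85, ZNF367 by -3.85, TRAF1 by -5.17 and UCN2 by -3.72. Without HEK-293T siHNRNPH1 replicate 1, all 11 stayed under the threshold with the same direction, the largest edgeR BH-adjusted p = 7.86e-04 (RBM3). After thinning, all 11 stayed as well, the largest edgeR BH-adjusted p = 0.0282 (RBM3). Neither that library, with 9535 interaction calls without it, nor the depth, with 3871 after thinning, is therefore a likely source of these differences. E2F2 rests on few counts in HT-1080, with 9 in the lowest library.

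HNRNPH2 fell with HNRNPH1 in both lines and is a near copy of it. If its counts were a constant share of misassigned HNRNPH1 reads, HNRNPH2 as a percent of HNRNPH1 would not change with the siRNA. In HEK-293T this percent went from 18.4 ± 0.34 to 17.0 ± 0.43 (SD, n = 3), and in HT-1080 from 18.2 ± 0.45 to 27.41 ± 1.43 (SD, n = 3), which argues against a constant share as the whole of the HNRNPH2 signal. A partial sharing of reads and an effect of the siRNA on the HNRNPH2 transcript itself stay open and were not tested.

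AURKA fell in HT-1080 and not past the threshold in HEK-293T with all libraries. In HT-1080, 17 of the 31 G2/M genes (54.8%) fell more than AURKA, which is not on that list, and their log2 fold changes ran from -2.24 to -0.93 with a median of -1.57. The fall of AURKA is thus in line with a shared fall of genes of cell division, and these data do not separate a direct effect on AURKA from it.

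The lists differed between the lines as well. The difference for the p53 targets had a median of -0.45, with 24 of 28 genes lower in HT-1080 and a limma camera BH-adjusted p = 0.00517. For the G2/M genes the median was -1.41, with 31 of 31 lower and a limma camera BH-adjusted p = 7.15e-23. Leaving out HEK-293T siHNRNPH1 replicate 1 kept both, with limma camera BH-adjusted p-values of 7.50e-04 and 1.48e-23, and thinning kept the G2/M median at -1.40, so neither that library nor the depth explains them. Of 100 drawn labelings, 7 gave a p53 difference as large and 12 a G2/M difference as large, the real one included in each. All 7 held the real HEK-293T split, as 9 of the drawn labelings did, and all 12 held the real HT-1080 split, as 12 of the drawn labelings did. The p53 difference thus came up only with the real HEK-293T split and the G2/M difference only with the real HT-1080 split. Drawing labels does not separate either difference from the effect in that line alone. For the interferon-stimulated genes, whose difference of -0.47 did not pass (limma camera BH-adjusted p = 0.0995), 25 of 100 drawn labelings were as large, of which 12 held the real HT-1080 split. HEK-293T cells carry large T antigen, which blocks p53, and a difference in growth between the lines was not tested.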

How the results depend on the processing

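The sample quality weights and the list differences with their alternatives were chosen after seeing the data. Of the values of results other than the main ones, 1142 of 1322 were kept, 70 were weaker, 29 stronger, 75 moved and 6 reversed. Kept means the same direction and side of the threshold, for results that have them. The total includes 146 counts (75 kept, 71 moved) and 24 junction shares (20 kept, 4 moved), which have no such threshold. The size of change that counted as moved is not given here.

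HEK-293T genes changed numbered 1997 and ran from 0 to 12557 across the 6 fits that each left out 1 library. The other counts of HEK-293T genes changed were 1302 with no filter, 3461 with DESeq2, 4550 with all 12 libraries in 1 fit and 12338 with sample quality weights, which gave siHNRNPH1 replicate 1 a weight of 0.0140 against 1.06 to 3.41 for the others. Leaving that library out and weighting it down gave counts of similar size; for the other settings the cause was not tested. The HNRNPH1 gene log2 fold change in HEK-293T (-1.76) ran from -1.89 to -1.58 across the fits that left out 1 library. HEK-293T transcripts changed numbered 222 and ran from 0 to 15385 in those fits. They were 341 with library size only, 87 with no filter, 825 with a mean CPM of at least 1, 5797 with DESeq2 and 2702 with all 12 libraries in 1 fit; the cause was not tested.

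HEK-293T genes with changed transcript usage numbered 1114 and ran from 309 to 5290 across the fits that left out 1 library. They were 666 with diffSpliceDGE, 587 with a mean CPM of at least 1 and 4959 with sample quality weights. For EIF4G1 and AURKA the call is a p per gene, and the points given are the largest shift of a transcript in percent of the gene, which the tool and the choice of transcripts to test leave unchanged by construction. For EIF4G1 transcript usage in HEK-293T (largest shift -13.90 points, -18.6 to -6.94 across those fits), the gene was no longer called with diffSpliceDGE (BH-adjusted p = 0.201) and with transcripts of at least 5% of the gene (0.446). For AURKA transcript usage in HEK-293T (7.79 points, 6.13 to 10.1 across those fits), it was no longer called with diffSpliceDGE (1), transcripts of at least 5% (0.365) and a mean CPM of at least 1 (0.297). For EIF4G1 transcript usage in HT-1080 (-5.32 points), it was no longer called with transcripts of at least 5% (0.186). For AURKA transcript usage in HT-1080 (5.57 points), it was called only with diffSpliceDGE (0.00104). Fewer transcripts are tested under the minimum of 5%; for the other settings the cause was not tested.

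HT-1080 genes changed numbered 10538, and 6237 with all 12 libraries in 1 fit, where the spread is shared with HEK-293T. They ran from 9534 to 11625 across the fits that left out 1 library. HT-1080 transcripts changed (10398) were 4351 with all 12 libraries in 1 fit, and 6038 to 9622 across the fits that left out 1. HT-1080 genes with changed transcript usage (2103) were 550 with diffSpliceDGE and 1376 to 2020 across those fits. Genes whose change differs between cell lines (4034) ran from 2772 to 9535. The log2 fold change correlation between cell lines ran from 0.216 to 0.323, and without HT-1080 siNegative replicate 2 it was 0.299 with an exact permutation p of 0.02.

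With an estimated correlation, limma camera gave BH-adjusted p-values of 0.1163 for the p53 targets list in HEK-293T, 0.1163 for the G2/M genes list in HEK-293T and 0.0562 for the G2/M genes list in HT-1080. With fry they were 0.0194 for the interferon-stimulated genes list in HEK-293T, and 1.08e-04 for the p53 targets list in HT-1080 and for the interferon-stimulated genes list in HT-1080. Across the fits that left out 1 library, the p53 targets list in HEK-293T ran from 0.0128 to 0.0658 and the G2/M genes list in HEK-293T from 0.00547 to 0.0509, with both highest values without siHNRNPH1 replicate 2. The fry values are not on the same question as camera, since fry does not compare a list with the other genes. Why the camera values differ between settings was not tested.

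Libraries of the 2 groups share only replicate numbers. Same-numbered libraries deviated together with r of 0.03 to 0.10 in HEK-293T and at most 0.09 in HT-1080, so the numbers do not pair them. With a replicate block, HEK-293T genes changed and HEK-293T transcripts changed numbered 0 (4169 and 8062 at an unadjusted p under 0.05), HT-1080 transcripts changed 4886 and genes whose change differs between cell lines 2535. Under the block the HNRNPH1 gene log2 fold change in HEK-293T was -1.79 (edgeR BH-adjusted p = 0.0665), and the p per gene for AURKA transcript usage in HEK-293T was a limma diffSplice BH-adjusted p = 0.590 (largest shift 7.79 points, unchanged by construction). The block leaves fewer residual degrees of freedom.

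The results that reversed all had main values close to 0. The MYL6 gene log2 fold change in HEK-293T (0.07) was -0.0375 with a replicate block and -0.39 with sample quality weights, and ran from -0.40 without siHNRNPH1 replicate 1 to 0.25 without siHNRNPH1 replicate 3. The TRAF1 gene log2 fold change in HEK-293T (0.14) was -0.0522 with sample quality weights, and ran from -0.0468 without siHNRNPH1 replicate 1 to 0.22 without siHNRNPH1 replicate 2. The EIF4G1 difference in log2 fold change between cell lines (0.08) ran from -0.0331 without HEK-293T siHNRNPH1 replicate 1 to 0.15 without HEK-293T siHNRNPH1 replicate 2; the cause was not tested. Among models that cover both anchors, the EIF4G1 junction share differed by -22.8 points in HEK-293T and -17.6 in HT-1080; these differences were not tested.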

Other observations

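The tests of a swapped label, of library depth, of a few abundant genes and of HT-1080 siNegative replicate 2 were chosen only after the results were seen.

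Replicate 1 of HEK-293T siHNRNPH1 lay apart from the other HEK-293T libraries. Across 8611 genes with a mean CPM of at least 10 and an exonic length from the IsoSeq models, its log2 deviation from replicates 2 and 3 fell with length (Spearman rho -0.631), whereas replicate 2 against 3 gave -0.0894. The minimum of 10 CPM was set after only 51.6% of all tested genes were found to have a length. A loss of long transcripts is a candidate explanation for part of the pattern, with 40.1% of the variance in the length trend. It is not the whole of it: without that trend, the SD of the deviation was still 6.90 times that of replicate 2 against 3. Genes are not independent replicates.

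Other explanations for this library are argued against. Its 20 most abundant genes held 11.51% of its counts, against 10.06% to 11.11% in the other HEK-293T libraries, so a few genes did not take most of the counts. Genes of HT-1080 absent from the other HEK-293T libraries (43 genes) stood at a median of 0.0116% of their HT-1080 level, which leaves no room for RNA from HT-1080 cells. Its deviation correlated with the effect in replicates 2 and 3 with r of -0.160, and -0.147 with deviation and effect from different libraries. A larger response to the same siRNA is thus argued against as the main source. The length trend was not removed for this r, and the deviation fell with length (rho -0.631) while that effect rose with it (0.189). A larger response as a smaller part therefore stays open. Its HNRNPH1 level of 234.1 CPM, the lowest of the line, argues against a swapped label, and its 107.8 M counts against depth. What else sets it apart stays open, and the labels give no RNA quality or batch.

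HT-1080 siNegative replicate 2 showed a smaller pattern of the same kind. Its deviation from replicates 1 and 3 fell with exonic length (Spearman rho -0.726, against 0.0591 for replicate 1 against 3), from a median of 0.25 in the shortest genes to -0.22 in the longest. A loss of long transcripts is a candidate explanation here too. Its quality weight was 0.156, and the correlation of effects between the lines passed only without it.

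Effects of the siRNA went weakly with length. The Spearman rho of log2 fold change and exonic length was 0.189 in HEK-293T without replicate 1 and 0.139 in HT-1080, and -0.268 in HEK-293T with all libraries. The HT-1080 value includes siNegative replicate 2, whose deviation fell with length. As a control, that library pushes the HT-1080 rho upward, and no value without it was computed. Whether a length-dependent yield of the libraries or the siRNA causes this cannot be told apart, since the values lie between the limits set in advance for either reading.

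With 3 libraries against 3 there are 10 splits, so the share of splits as large is never under 0.1 and cannot set the real groups apart. For HEK-293T genes, transcripts and usage, and for HT-1080 genes, transcripts and usage, 1 of the 10 splits, the real one, gave as large a count. The other 9 splits called 0 genes in either line, with 46 to 544 genes in HEK-293T and 39 to 118 in HT-1080 at an unadjusted p under 0.05. For changed usage they called at most 10 genes in HEK-293T and 8 in HT-1080. For the lists in HEK-293T, the splits with a result as large were 1 of 10 for p53 targets, 2 of 10 for interferon-stimulated genes and 1 of 10 for G2/M genes. In HT-1080 they were 4, 3 and 1 of 10.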
